A study of Mus musculus with 7 samples. Its data were reported in "NF-κB inhibition rescues cardiac function by remodeling calcium genes in a Duchenne muscular dystrophy model" (2018).

How the data were processed

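Total RNA from whole hearts of 7 mdx mice was labelled with biotin and hybridized to Affymetrix GeneChip Mouse Genome arrays, with 1 heart per array. Per the labels, 4 mice carried Myh6-cre and deleted IKKβ and 3 were floxed controls with no Cre listed, all at 7 months of age. The study describes the controls as littermates. The authors computed the deposited log2 values by RMA (robust multi-array average: background correction, quantile normalization between arrays and a summary per probe set). Per the study's methods and the submitters' processing notes this was done in Partek, and Affymetrix Expression Console was run independently. No versions are given in the sources used here, nor which of the programs made the deposited table. The values were taken as log2 because they ranged from about 3.1 to 15.1 on every array. RMA shrinks small differences and compresses folds of dim probe sets, and quantile normalization removes any global shift in RNA amount. Affymetrix control probe sets were not among the rows. In 3 probe sets the value was the same on every array.

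From these values, groups were compared as mdx HRTΔIKKβ minus mdx IKKβf/f over all 45037 probe sets with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and no filter on dim probe sets. For the arrays the methods name Gene Set Enrichment Analysis and no test of single probe sets. An unpaired Student test is named for the study's results in general, so that test was run as an alternative on the same values. The groups share replicate numbers 1 to 3, but nothing in the labels pairs hearts by number, so no block was used. The study states that its samples are biological replicates. A probe set was counted as 1.5-fold when the means differed by at least 0.585 on the log2 scale. Signal behind single values cannot be given as a depth, since these are array intensities after RMA. The number of arrays limits the precision, and with 4 against 3 arrays there are 35 splits, so that the smallest share a split test can give is 0.0286.

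Genes were named through the platform's annotation, which can be old, and symbols were compared through Entrez IDs with a RefSeq table of mouse genes (GRCm38.p6, used for names only). That changed 0 symbols, and 162 of the genes were not in the table. Of the probe sets, 34945 had 1 gene symbol, 932 several and 9160 none, and no gene was named from the last 2 kinds. For gene groups, each of 18194 genes was represented by the probe set with the highest mean over all 7 arrays. Before the data were examined, 41 lists were fixed. The lists of followed-up calcium genes, the fibrosis panel and the chromatin proteins were taken from the study. The rest were written from textbook knowledge. Together the lists covered calcium handling, NF-κB, fibrosis, stress and metabolism, and markers of other cell types and tissues that a heart sample could hold. Of 1090 list genes, 981 were on the array. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Camera asks whether a list shifts relative to other genes. An estimated correlation, fry (which asks whether a list's genes move one way on balance) and fgsea 1.28.0 (a preranked form of Gene Set Enrichment Analysis) were alternatives. A list score per heart is the mean of its genes' log2 values, each centred on its mean over the 7 hearts.

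The genes named were fixed by rule before the data were examined. They were Ikbkb, all members of 3 lists taken from the study (calcium genes, fibrosis panel, chromatin proteins), the 12 most changed genes in each direction past an adjusted p of 0.05, and up to 4 members with the smallest unadjusted p in each list described. Since no probe set passed, the third part was filled, as the rule says, with the smallest unadjusted p-values among genes at least 1.5-fold different whose groups did not overlap. Hspb8, Ddit3, Trib3, Chac1, Calr, Tnnc2, Atp2a1, Ryr1, Cacna1s, Scgb1a1, Myl7, S100a8, S100a9 and Igk fall outside this rule and were named after their values were seen.

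The procedure was tested on simulated data with the spread of these arrays, with 50 probe sets changed per fold size among 45037. Of these, 82% were recovered at an adjusted p of 0.05 for 1.5-fold, 96% for 2-fold, 100% for 4-fold and 98% for 8-fold changes, and 9 unchanged probe sets were called. Recovery is known by fold size only, not by spread or brightness. It may not hold for noisier probe sets, such as those of Slc8a1, Rcan1 and Cacna1h (standard errors 0.21, 0.24 and 0.27). An absence of calls in the real data therefore does not exclude 1.5-fold changes in such probe sets. In the same simulation 0 of 40 unshifted lists were called, with genes drawn independently. Alternatives were median-centred arrays, a second quantile normalization, removal of dim or cross-hybridizing probe sets, trended and robust variance, array weights, the replicate number as a block, other cut-offs, other list tests, the mean of all probe sets of a gene and leaving out each array. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Chromatin and CTCF experiments of the study were not analysed here.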

Results

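Expression was measured in whole hearts of 7 mice at 7 months of age. All 7 mice carried the mdx mutation, which removes dystrophin and models Duchenne muscular dystrophy. In 4 of them, Cre recombinase under the Myh6 promoter had deleted IKKβ, the kinase that activates NF-κB, from cardiomyocytes (mdx HRTΔIKKβ). The other 3 were littermates with floxed IKKβ, for which the labels list no Cre (mdx IKKβf/f). Each heart was hybridized to its own Affymetrix array, which gave a log2 value for 45037 probe sets. The arrays were alike in overall level, with medians from 6.73 to 6.751, and the correlation between any pair over probe sets was at least 0.9875. The number of arrays sets the precision of every value that follows. Differences are given on the log2 scale as mdx HRTΔIKKβ minus mdx IKKβf/f, with the standard error of the limma fit.

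The first question was whether the deletion of IKKβ could be seen in the RNA. Ikbkb, the gene that encodes IKKβ, was measured by 5 probe sets. The brightest averaged 8.72 ± 0.19 (SD) in mdx HRTΔIKKβ hearts and 8.90 ± 0.11 (SD) in mdx IKKβf/f hearts, a difference of -0.18 ± 0.11 that was not significant (limma, adjusted p = 0.801) and stood at -0.0904 without mdx HRTΔIKKβ replicate 1. The other probe sets differed by -0.08, -0.07, -0.02 and 0.02, and none passed the test. Whether any of the 5 lies in the deleted part of the gene is not given in the sources used here. Whole hearts also hold cells in which Myh6 is silent. These values therefore neither check nor contradict the genotype labels. The study itself reported lower expression of IKKβ in hearts of the knockout genotype by qPCR, which runs the way the labels say.

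The next question was how many transcripts differed and in which direction. At a 1.5-fold cut-off, 356 probe sets were higher in mdx HRTΔIKKβ hearts and 109 were lower, so that 76.6% of these 465 probe sets were higher (95% Wilson interval 72.5% to 80.2%, which treats probe sets as independent). Counted as genes, 207 were higher and 57 lower (78.4% higher). Of all 45037 probe sets, 47.6% had a higher mean in mdx HRTΔIKKβ hearts, and of those at an unadjusted p of 0.05 in limma 54.5% did. Quantile normalization removes any global shift, so the share over all probe sets cannot show whether a broad shift was present. None of the probe sets passed limma's test with Benjamini-Hochberg adjustment, where the smallest adjusted p was 0.336. At an unadjusted p of 0.05, limma counted 2735 probe sets (1490 higher, 1245 lower), against 2252 that chance alone would give. The methods' t-test counted 2086 before and 0 after adjustment. The 2 groups did not overlap in 2452 probe sets, where chance would give 2574 (5.71%). The share of 1.5-fold probe sets that were higher depended on single hearts and ranged from 61.1% without mdx IKKβf/f replicate 2 to 86.6% without mdx IKKβf/f replicate 1.

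**Figure D1:**
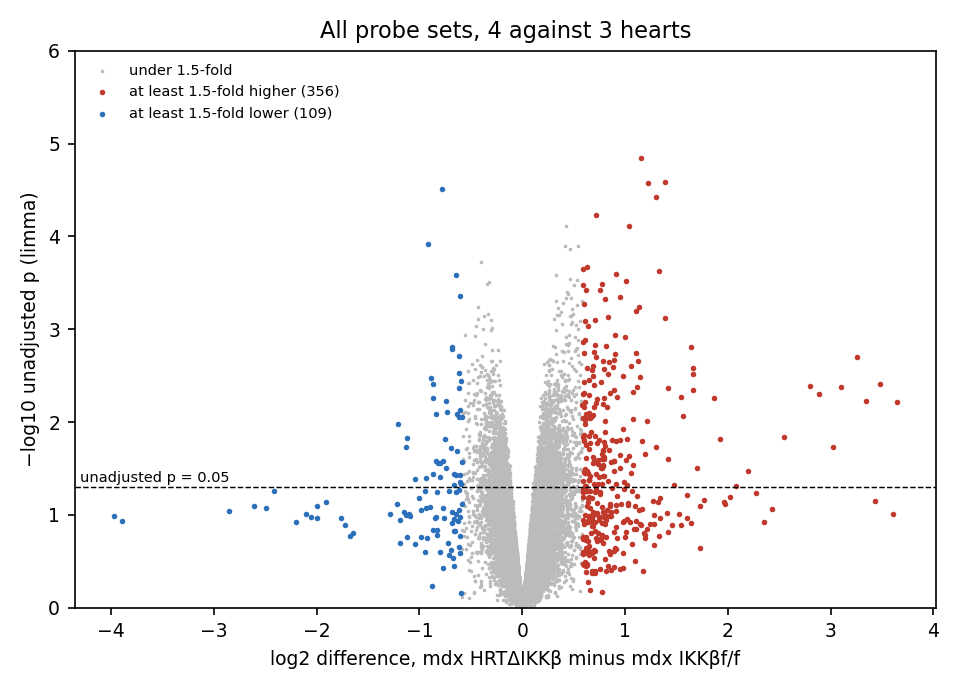
Log2 difference, mdx HRTΔIKKβ minus mdx IKKβf/f (x axis), against −log10 of limma's unadjusted p (y axis) for all 45037 probe sets. Red points are the 356 probe sets at least 1.5-fold higher and blue points the 109 at least 1.5-fold lower, and many of both lie below the dashed line at an unadjusted p of 0.05.

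The chemokine genes Ccl6 (1.34 ± 0.21) and Ccl9 (1.14 ± 0.20), the macrophage membrane gene Ms4a6d (1.01 ± 0.16) and Lyve1 (1.04 ± 0.14), a marker of lymphatic vessels and of resident cardiac macrophages, were higher in all 4 mdx HRTΔIKKβ hearts than in any control. So were Osmr, the receptor subunit for oncostatin M (0.78 ± 0.13), Litaf, a gene induced by lipopolysaccharide (0.59 ± 0.10), Manf, a secreted chaperone of the endoplasmic reticulum (0.76 ± 0.13), and Plagl1, an imprinted transcription factor gene (1.10 ± 0.20). Slc41a2, Man2a1, Gfpt2 and the long noncoding RNA Malat1 completed the list, with differences between 0.59 and 0.63. Lower in all 4 were Ky, which encodes a Z-disc associated protein (-0.92 ± 0.13), the nuclear receptor gene Nr4a1 (-0.87 ± 0.21), the growth arrest gene Gadd45a (-0.87 ± 0.23), Nabp1 (-0.84 ± 0.24), the muscle transcriptional cofactor gene Vgll2 (-0.74 ± 0.21) and Pfkfb2, a regulator of glycolysis (-0.59 ± 0.17). Without mdx IKKβf/f replicate 1 the difference of Vgll2 was -0.458. Cth, Kctd12b, Cubn, Meox2, Aqp8 and Rorb were also lower, by -0.68, -0.65, -0.62, -0.61, -0.61 and -0.59. None of these 24 genes passed the adjusted threshold. They were taken as the smallest unadjusted p-values among genes at least 1.5-fold different whose groups did not overlap, and their limma adjusted p-values ran from 0.437 (Lyve1) to 0.796 (Pfkfb2).

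**Figure D2:**
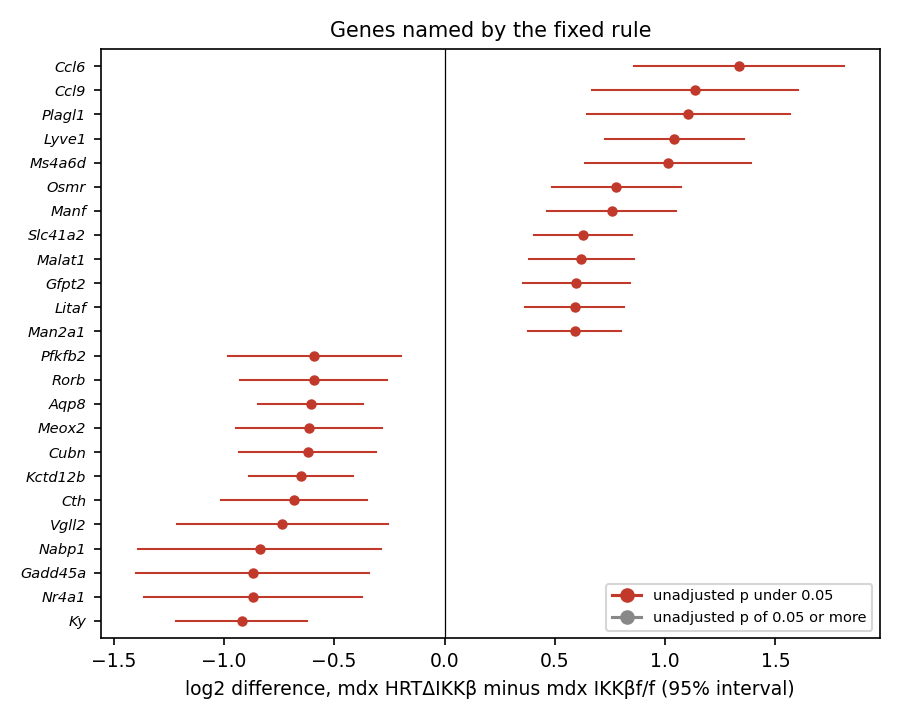
Log2 difference, mdx HRTΔIKKβ minus mdx IKKβf/f (x axis), for the 24 genes named by the rule, with 95% intervals from limma that are not adjusted for the choice of genes. Ccl6 (1.34) and Ky (-0.92) mark the ends.

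Calcium handling was the focus of the study, which followed up 4 genes. Cacna1h, encoding a T-type calcium channel, was higher by 0.73 ± 0.27 (unadjusted p = 0.0285). Rcan1, an inhibitor and target of calcineurin, was higher by 0.63 ± 0.24 (unadjusted p = 0.034), and Slc8a1, the sodium-calcium exchanger of the heart, by 0.49 ± 0.21 (unadjusted p = 0.0502). Camk4, a calmodulin-dependent kinase, showed 0.03 ± 0.06 (unadjusted p = 0.607), which was -0.00545 without mdx IKKβf/f replicate 1 and 0.083 without mdx IKKβf/f replicate 2. None passed limma's adjusted threshold (adjusted p = 0.796 for the first 3 and 0.92 for Camk4). As a group the 4 genes were higher (camera, adjusted p = 0.00793), with an adjusted p = 0.42 with an estimated correlation. The study picked them to check its chromatin data, as calcium genes that were also higher on its arrays. Their direction on these arrays is therefore not independent evidence. By qPCR the study reported every one of them as higher in mdx HRTΔIKKβ hearts. Whether the hearts used for qPCR overlapped with those on the arrays is not given in the sources used here. For Camk4 the arrays showed no clear difference (0.03 ± 0.06). When adjusted over the list alone, 0 of the 4 passed. Slc8a1 and Rcan1 were highest in mdx HRTΔIKKβ replicates 1 and 2 (10.48 and 10.61 for Slc8a1, 11.93 and 12.15 for Rcan1), while replicates 3 and 4 lay nearer to the controls (9.94 and 9.81, 11.31 and 11.10). Of the 4 Slc8a1 probe sets, 1 went the other way (-0.03). Cacna1h was lowest in mdx IKKβf/f replicate 2 (6.72), which also had the lowest score for atrial markers (-1.11), and its difference was 0.431 without that heart.

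**Figure D3:**
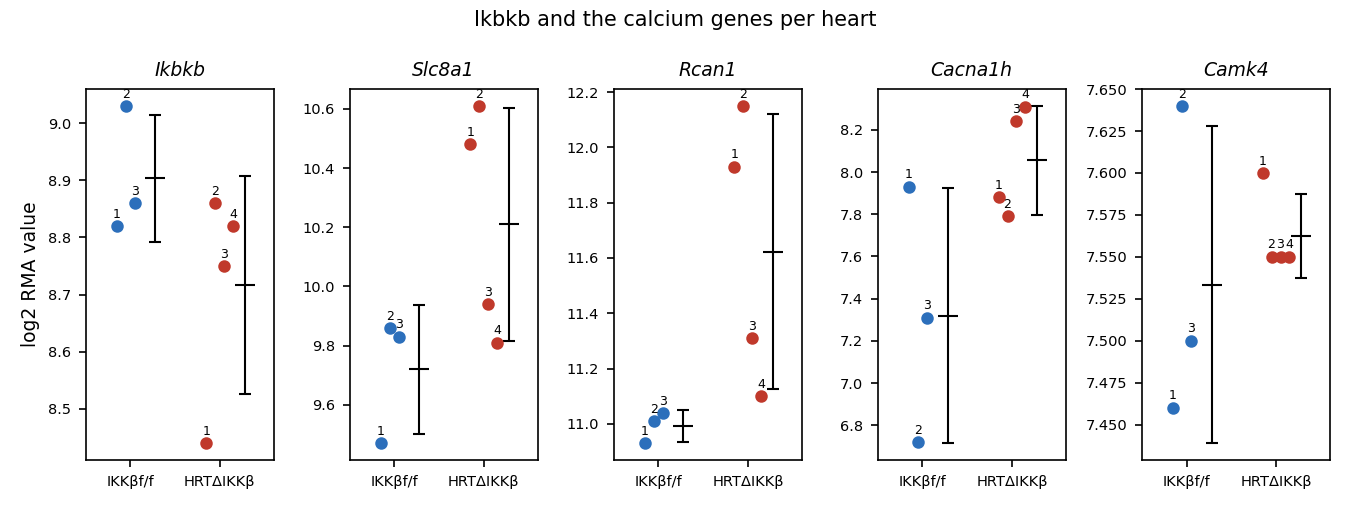
Log2 RMA values (y axis, with its own scale in each panel) of Ikbkb, Slc8a1, Rcan1, Cacna1h and Camk4 in 3 mdx IKKβf/f hearts (blue) and 4 mdx HRTΔIKKβ hearts (red). Numbers are replicates, bars are mean ± SD, and the Camk4 panel spans a smaller range than those of Slc8a1, Rcan1 and Cacna1h.

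The wider calcium gene groups did not pass the test. Of 150 calcium signalling genes on the array, 76 were higher and 74 lower, 6 and 2 of them at an unadjusted p of 0.05, with a median difference of 0.004 (camera, adjusted p = 0.907; the mean, -0.02, and the test point the other way). The 4 members that were at least 1.5-fold lower, Tnnc2 (-2.86 ± 1.47), Atp2a1 (-2.00 ± 1.10), Ryr1 (-1.19 ± 0.67) and Cacna1s (-0.67 ± 0.37), also stand in the list of skeletal muscle markers, whose score was 2.79 in mdx IKKβf/f replicate 1. Without them the median was 0.009, the mean 0.02 and the adjusted p 0.904. The endothelin receptor gene Ednrb (0.41 ± 0.10), the adrenergic receptor gene Adra1b (0.38 ± 0.10) and the phosphodiesterase gene Pde1a (0.26 ± 0.07) had the smallest p-values in it. Of 66 genes for calcium and cation homeostasis, 32 were higher and 34 lower, with 7 higher and 0 lower at an unadjusted p of 0.05 (camera, adjusted p = 0.277; median -0.002, mean 0.06). The 4 members with the smallest p-values bind or carry metals other than calcium. They were the metallothionein genes Mt2 (1.64 ± 0.34) and Mt1 (0.76 ± 0.19), the zinc transporter gene Slc39a8 (1.12 ± 0.25) and the ceruloplasmin gene Cp (0.28 ± 0.08). The gene of the calcium-binding protein Calr was also among the 7 higher members (0.43 ± 0.14, limma, unadjusted p = 0.017). Excitation-contraction coupling genes were split 15 to 16 (adjusted p = 0.804). No member of these 3 groups passed over all probe sets or when adjusted over the list alone. Only in the preranked fgsea test did the cation homeostasis genes pass (adjusted p = 0.0142).

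The gene group with the smallest camera p was heat shock and unfolded protein response genes, of which 29 of 32 were higher in mdx HRTΔIKKβ hearts. The median difference was 0.33 (camera, adjusted p = 3.7e-14), with an adjusted p = 0.29 with an estimated correlation and an unadjusted one of 0.007. At an unadjusted p of 0.05, 14 members were higher, 1 (Hspb8) was lower and 17 did not reach it. None passed over all probe sets, and 13 passed when adjusted over the list alone. Among the 14 were Manf (0.76 ± 0.13), Creld2 (0.53 ± 0.08) and Sdf2l1 (0.42 ± 0.06), which encode proteins of the endoplasmic reticulum, and the small heat shock protein gene Hspb1 (0.33 ± 0.06). Ddit3 (-0.11 ± 0.18), Trib3 (0.04 ± 0.12) and Chac1 (0.17 ± 0.51), picked after their values had been seen, did not pass and were not tested as a group. The score of the list was above that of every control heart in all 4 mdx HRTΔIKKβ hearts (0.02 to 0.28 against -0.22 to -0.08). Its highest value (0.28) and its lowest (-0.22) came from the hearts with the highest (0.79) and lowest (-1.11) atrial scores.

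**Figure D4:**
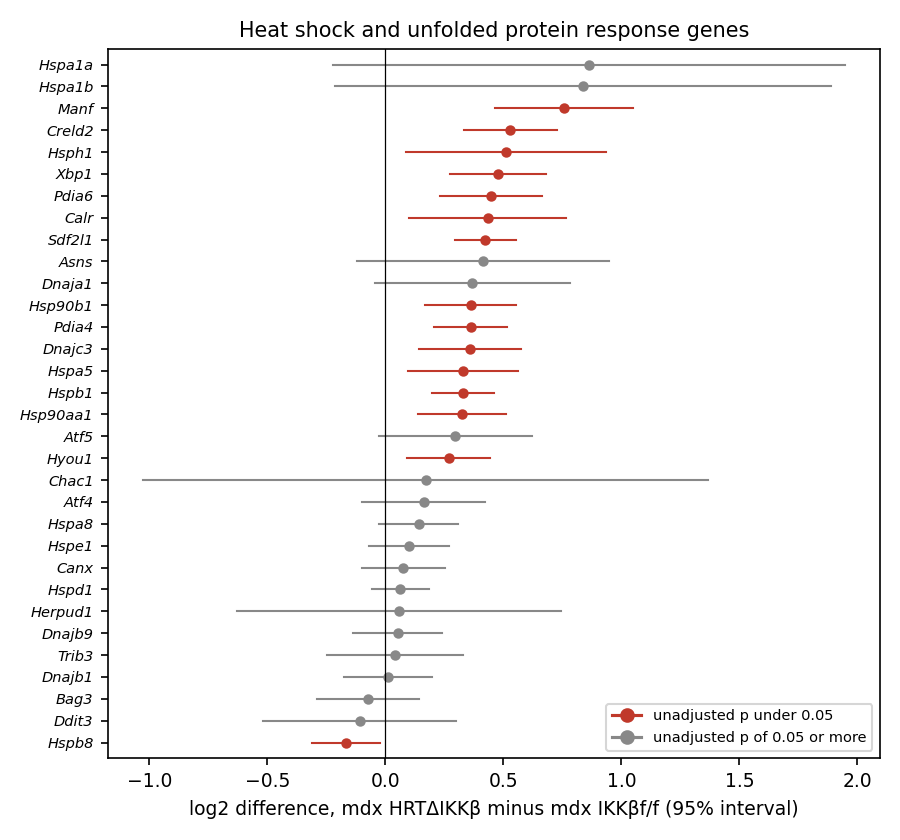
Log2 difference, mdx HRTΔIKKβ minus mdx IKKβf/f (x axis), for the 32 heat shock and unfolded protein response genes, with 95% intervals from limma. Red marks the 14 higher members and Hspb8 at an unadjusted p of 0.05, and grey the other 17.

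IKKβ activates NF-κB, and the next group held genes that NF-κB induces. Of 48 target genes, 36 had a higher mean, with a median difference of 0.13 (camera, adjusted p = 0.00239), and an adjusted p = 0.53 with an estimated correlation. At an unadjusted p of 0.05, 4 were higher and 0 lower, namely Myc (0.46 ± 0.07), the cyclooxygenase gene Ptgs2 (0.78 ± 0.28), the chemokine gene Ccl5 (0.29 ± 0.11) and the survival gene Bcl2l1 (0.48 ± 0.19). Myc alone passed when adjusted over the list alone. The score was raised in mdx HRTΔIKKβ replicates 1 (0.37) and 2 (0.25), whereas replicates 3 (-0.09) and 4 (-0.11) lay among the controls (-0.24 to -0.07). The call ended without mdx HRTΔIKKβ replicate 1 (median 0.079, adjusted p = 0.0576) and without mdx IKKβf/f replicate 2 (median 0.09, adjusted p = 0.131). The 27 NF-κB pathway genes did not pass (adjusted p = 0.0948, and 0.0465 without mdx IKKβf/f replicate 3), with Bcl3 (0.37 ± 0.12) and Myd88 (0.28 ± 0.11) as the leading members.

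Markers of immune cells were higher too. Among macrophage and monocyte markers, 24 of 28 were higher (median 0.29, camera adjusted p = 2.75e-06), with an adjusted p = 0.53 with an estimated correlation. Lyve1, the complement gene C1qa (0.41 ± 0.11) and the scavenger receptor gene Cd163 (0.57 ± 0.18), which mark resident macrophages, had the smallest p-values, and the monocyte receptor gene Ccr2 was lower (-0.41 ± 0.14). Without mdx IKKβf/f replicate 2 the median of this group was 0.142 and its adjusted p 0.0519. Of 23 lymphocyte and neutrophil markers, 18 were higher (median 0.17, camera adjusted p = 0.00464), with an adjusted p = 0.58 with an estimated correlation. The immunoglobulin genes Ighm (3.25 ± 0.71) and Jchain (3.02 ± 1.01) led this group. The heart with the highest score was mdx HRTΔIKKβ replicate 2 (1.48), followed by mdx IKKβf/f replicate 1 (0.69), and the call ended without mdx HRTΔIKKβ replicate 2 (adjusted p = 0.0591), mdx IKKβf/f replicate 2 (0.0967) or mdx IKKβf/f replicate 3 (0.117). Its median ranged from 0.113 without mdx IKKβf/f replicate 3 to 0.511 without mdx IKKβf/f replicate 1.

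The study followed fibrosis by histology and by qPCR of a panel of genes. It reported comparable fibrosis in mdx IKKβf/f and mdx HRTΔIKKβ hearts older than these, and described the panel as giving the same picture. The panel genes were looked up on the arrays. Lox, the collagen cross-linking enzyme, differed by 0.61 ± 0.23 (unadjusted p = 0.0318) and Mmp3 by 1.07 ± 0.47 (unadjusted p = 0.0552). Col3a1 (0.24 ± 0.24), Tgfb1 (0.15 ± 0.13), Mmp9 (0.14 ± 0.47) and Tnf (-0.08 ± 0.09) did not pass, nor did the 6 genes as a group (camera, adjusted p = 0.0923), and 0 passed when adjusted over the list alone. Over left-out hearts Col3a1 ran from 0.0106 (without mdx IKKβf/f replicate 2) to 0.408 (without mdx IKKβf/f replicate 1), Tgfb1 from 0.0732 to 0.236 and Tnf from -0.142 to -0.031 (the lower value without mdx HRTΔIKKβ replicate 1 and the higher without replicate 3), and Mmp9 from -0.287 (without mdx HRTΔIKKβ replicate 2) to 0.461 (without mdx IKKβf/f replicate 1). The 6 genes passed as a group without mdx HRTΔIKKβ replicate 3 (adjusted p = 0.0122), mdx HRTΔIKKβ replicate 4 (0.0315) or mdx IKKβf/f replicate 1 (0.0189), and their median of 0.19 ran from 0.063 (without mdx IKKβf/f replicate 2) to 0.435 (without mdx IKKβf/f replicate 1). A second Lox probe set of similar brightness differed by 0.72 ± 0.31 and its groups did not overlap, while the third and dimmest (mean 4.30 in mdx HRTΔIKKβ hearts) differed by -0.15. The other Tgfb1 probe set also had the other sign (-0.06). In the wider set of 47 extracellular matrix genes, 36 were higher (median 0.13, adjusted p = 0.00186), with an adjusted p = 0.65 with an estimated correlation. Thbs1 (0.90 ± 0.19) and Ccn2 (0.79 ± 0.21) led it, while Thbs2 was lower (-0.23 ± 0.07). This call ended without mdx HRTΔIKKβ replicate 1 (median 0.06, adjusted p = 0.125) and without mdx IKKβf/f replicate 2, where the median was 0.007 (adjusted p = 0.739). Without mdx HRTΔIKKβ replicate 3 the median was 0.236. Fibroblast markers did not pass (adjusted p = 0.238), except without mdx HRTΔIKKβ replicate 3 (0.0438) or mdx IKKβf/f replicate 3 (0.0422).

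Ctcf, Sin3a and Hdac1 encode chromatin proteins whose binding the study linked to repression of calcium genes. Yy1 encodes another protein, which the study considered and set aside. The arrays measure RNA and not binding. For RNA, the study reported that Ctcf did not change in mdx HRTΔIKKβ hearts. The brightest Ctcf probe set was higher by 0.26 ± 0.07 (unadjusted p = 0.0046) in all 4 mdx HRTΔIKKβ hearts than in any control and passed when adjusted over the list alone, but not over all probe sets (limma, adjusted p = 0.79). The other Ctcf probe set showed -0.03 ± 0.06. Yy1 (0.09 ± 0.06), Hdac1 (0.04 ± 0.08) and Sin3a (-0.09 ± 0.08) did not pass. Without single hearts Sin3a ran from -0.136 (mdx HRTΔIKKβ replicate 2 left out) to -0.0329 (mdx HRTΔIKKβ replicate 4 left out), and Hdac1 from -0.0185 (mdx IKKβf/f replicate 2 left out) to 0.105 (mdx IKKβf/f replicate 1 left out). The 4 genes did not pass as a group (camera, adjusted p = 0.135), except without mdx IKKβf/f replicate 1 (0.044).

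Markers of tissues other than ventricular muscle differed widely between single hearts. Skeletal muscle markers were lower in mdx HRTΔIKKβ hearts (median -1.21, 23 of 24 lower, camera adjusted p = 9.38e-09), with an adjusted p = 0.53 with an estimated correlation. That difference lay mainly in mdx IKKβf/f replicate 1, whose score was 2.79 while the other 6 hearts ranged from -0.84 to 0.37. Only Tnnt1 (-0.30 ± 0.08) reached an unadjusted p of 0.05. Atrial markers were all higher (14 of 14, median 0.65, adjusted p = 3.34e-07), with an adjusted p = 0.5 with an estimated correlation. Their score was -1.11 in mdx IKKβf/f replicate 2, the lowest of all, and 0.79 in mdx HRTΔIKKβ replicate 4, the highest. Upk3b (1.66 ± 0.39), Gja5 (0.27 ± 0.08) and Nr2f2 (0.21 ± 0.07) had the smallest p-values among them. Upk3b also stands in the epicardial, nerve and lung list that follows, so the atrial score is not wholly separate from that list. Epicardial, nerve and lung markers were higher (18 of 19, median 0.62, adjusted p = 3.34e-07), with an adjusted p = 0.5 with an estimated correlation. The mesothelial genes Upk3b (1.66 ± 0.39), Msln (1.06 ± 0.24) and Muc16 (1.02 ± 0.33) led this group. The airway gene Scgb1a1 stood at 13.27 and 12.54 in mdx HRTΔIKKβ replicates 2 and 4 and at 8.86 or less in the other hearts. Adipocyte markers were higher (15 of 17, median 0.69, adjusted p = 2.2e-05), with an adjusted p = 0.53 with an estimated correlation, and led by Lipe (0.69 ± 0.19), Pck1 (1.41 ± 0.51) and Adipoq (2.20 ± 0.85). Here mdx HRTΔIKKβ replicate 2 stood highest (1.10). These 4 calls held when any single heart was left out, but the medians moved. The skeletal muscle median was -0.303 without mdx IKKβf/f replicate 1, the atrial median 0.255 without mdx IKKβf/f replicate 2, and the adipocyte and epicardial, nerve and lung medians 0.202 and 0.364 without mdx HRTΔIKKβ replicate 2.

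**Figure D5:**
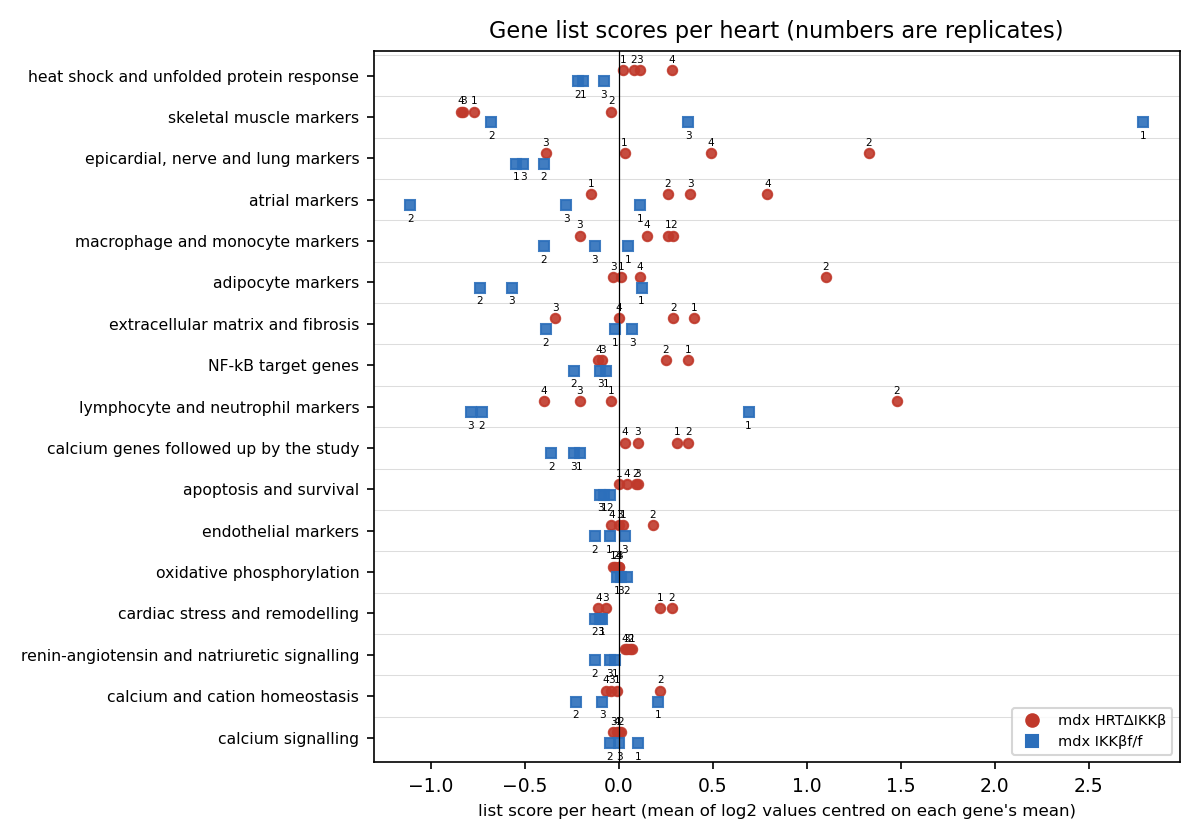
Score per heart (x axis, the mean over a list's genes of the log2 value after each gene was centred on its mean over the 7 hearts) for the 15 lists that passed camera's adjusted threshold and for both wider calcium lists. Red circles are mdx HRTΔIKKβ and blue squares mdx IKKβf/f hearts, and the skeletal muscle score of mdx IKKβf/f replicate 1 reached 2.79.

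The remaining groups that passed had small shifts. Apoptosis and survival genes were higher (19 of 26, median 0.07, adjusted p = 0.0286), with an adjusted p = 0.42 with an estimated correlation, led by the cell cycle inhibitor gene Cdkn1a (1.56 ± 0.45) and Casp9 (0.26 ± 0.08). Endothelial markers (14 of 20 higher, median 0.06), cardiac stress genes (14 of 24 higher, median 0.03) and renin-angiotensin and natriuretic genes (14 of 20 higher, median 0.06) each reached an adjusted p = 0.0454, with an adjusted p = 0.58, 0.65 and 0.45 with an estimated correlation. Their leading members were Pecam1 (0.30 ± 0.07) for endothelium, Hspb1 and Mt2 for cardiac stress, and Ednrb and the natriuretic peptide receptor gene Npr3 (0.59 ± 0.16) for the last. Oxidative phosphorylation genes were lower by a median of -0.03 (40 of 50 lower, adjusted p = 0.0454), with an adjusted p = 0.65 with an estimated correlation, and no member reached an unadjusted p of 0.05. Over left-out hearts the medians ran from 0.023 (without mdx HRTΔIKKβ replicate 2) to 0.097 (without mdx IKKβf/f replicate 3) for endothelium, from 0 (without mdx HRTΔIKKβ replicate 2) to 0.075 (without mdx HRTΔIKKβ replicate 3) for cardiac stress, from 0.029 (without mdx IKKβf/f replicate 2) to 0.103 (without mdx IKKβf/f replicate 3) for renin-angiotensin and from -0.037 (without mdx IKKβf/f replicate 1) to -0.011 (without mdx IKKβf/f replicate 2) for oxidative phosphorylation. Each of these 5 calls ended without mdx IKKβf/f replicate 2 (adjusted p = 0.0547, 0.327, 0.144, 0.287 and 0.265 in the order given). The endothelial call also ended without mdx HRTΔIKKβ replicate 2 (0.429). The renin-angiotensin call ended without mdx HRTΔIKKβ replicate 1 (0.091) or 3 (0.087). Without mdx HRTΔIKKβ replicates 1 or 2 or mdx IKKβf/f replicate 3, the adjusted p was 0.125, 0.395 and 0.0536 for cardiac stress and 0.202, 0.0755 and 0.0732 for oxidative phosphorylation. In all, 15 of 41 lists passed with camera's preset correlation, 13 higher and 2 lower, and 0 passed with an estimated correlation. Without mdx IKKβf/f replicate 2 the number was 8, and without mdx IKKβf/f replicate 1 it was 23. For the followed-up calcium, apoptosis and renin-angiotensin lists the estimated correlation was -0.1, -0.027 and -0.016, below the preset 0.01. Their unadjusted camera p still rose, from 0.00193, 0.00767 and 0.0144 to 0.0255, 0.0308 and 0.0444. The loss of calls with an estimated correlation therefore does not by itself show that genes within the lists are correlated. Among lists that did not pass were immediate early genes (adjusted p = 0.0923), circadian clock genes (adjusted p = 0.0605), interferon response genes (adjusted p = 0.831), ventricular markers (adjusted p = 0.552) and cell cycle genes (adjusted p = 0.259). Several of these passed when a heart was left out. The cell cycle genes passed as higher without mdx IKKβf/f replicate 1 (median 0.208, adjusted p = 0.000432) and as lower without mdx HRTΔIKKβ replicate 2 (-0.235, 0.00235), mdx IKKβf/f replicate 2 (-0.289, 0.000222) or mdx IKKβf/f replicate 3 (-0.214, 0.0376). The immediate early genes passed without mdx HRTΔIKKβ replicate 4 (0.0189) or mdx IKKβf/f replicate 1 (0.0121), and the clock genes without mdx HRTΔIKKβ replicate 4 (median -0.339, adjusted p = 0.0026). With the atrial score as a covariate the interferon response genes passed as lower (median -0.161, adjusted p = 7.21e-05).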

Values the study reported

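Using a 1.5-fold cut-off, the study reported that 73% of the genes that differed were higher in mdx HRTΔIKKβ hearts than in mdx IKKβf/f hearts, and that 27% were lower.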

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

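Of 84 values tested for a heart far from the other 3 mdx HRTΔIKKβ hearts (named genes and list scores), 7 stood out, and chance would give about 1 in 20. The mdx IKKβf/f group of 3 was not tested in this way. Tests of the heat shock list (its splits included) and of Cacna1h, Slc8a1 and Rcan1 below were chosen after their values per heart had been seen.

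In mdx HRTΔIKKβ replicate 1, a dimmer Ikbkb probe set was at 7.04 while the others lay between 7.27 and 7.29, and Camk4 was at 7.60 with the others at 7.55. In replicate 2, another Ikbkb probe set was at 7.93 against 8.18 to 8.19, and Gfpt2 at 9.91 against 9.52 to 9.55. The same heart had an adipocyte score of 1.10 against -0.03 to 0.11, and a skeletal muscle score of -0.04 against -0.84 to -0.77. In replicate 3 the fibroblast score was -0.17 against 0.10 to 0.13.

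More 1.5-fold probe sets were higher than lower, but in 6 of the 35 splits of the hearts into 4 and 3 the share was at least 76.6%, up to 86.3%, so chance cannot be excluded. Tissue carried in by single hearts may add to it, since 20.8% of the 1.5-fold probe sets (markers left out) followed an atrial, skeletal muscle, adipocyte, lung or lymphocyte score within the groups (r of at least 0.9 in size), against 7.78% of the others, which is above the background rate but not most of the set. Of the 313 probe sets that followed none of the scores 78.3% were higher (Wilson 73.4% to 82.5%), but that limit on r keeps probe sets that follow tissue less tightly, and the share was 55.6% with the atrial score as a covariate and 61.1% without mdx IKKβf/f replicate 2, so whether those tissues set the direction stays open. A biological effect of IKKβ loss stays open and was not separable from Cre itself, since the labels list Myh6-cre for all 4 of these hearts and for none of the controls.

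The second pattern is Cacna1h. It followed the atrial score over the 7 hearts (Pearson r = 0.948, exact permutation p = 0.00139, adjusted 0.00417 over 3 genes; Spearman rho = 0.893, exact permutation p = 0.0123, adjusted 0.0369), and r was 0.797 without mdx IKKβf/f replicate 2 and mdx HRTΔIKKβ replicate 4. With that score as a covariate its difference went from 0.73 ± 0.33 to 0.14 ± 0.21 (SE of an ordinary least squares fit of this gene alone, not of limma), so a different share of atrial tissue is a candidate explanation. The abundant atrial genes varied with it (Myl7 at 10.49 in mdx IKKβf/f replicate 2 and 13.84 in mdx HRTΔIKKβ replicate 4), although 7 of the 14 atrial markers stand in another list and 12 exceed the median probe set in these hearts, and a change of atrial genes within cardiomyocytes stays open. No such relation was found for Slc8a1 (Pearson r = 0.0419, exact permutation p = 0.929, adjusted 0.929; Spearman rho = -0.0357, p = 0.963, adjusted 0.963; r = 0.0633 without those hearts) or Rcan1 (r = 0.181, p = 0.683, adjusted 0.929; rho = 0.393, p = 0.396, adjusted 0.594; r = 0.172), and their mean difference was 0.88 ± 0.32 with the covariate in the same kind of fit and 0.56 without it, which argues against atrial tissue as their cause.

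The third pattern is the heat shock and unfolded protein response list, for which 1 of 35 splits, the real one, gave as small a camera p (9.03e-16, against 1e-12 as the smallest in another). It was picked as the smallest of 41 lists, however, and in 9 of 35 splits the smallest p of any list was as small (down to 1.04e-22), so chance cannot be excluded (adjusted p of this list 0.287 with an estimated correlation and 0.0709 in fry). Plasma cells are rich in such chaperones, but the list median did not fall with a plasma cell score as a covariate. It was 0.36 with that score and 0.33 without one (SE 0.12 and 0.08, taken here and below from the list's mean score). This argues against plasma cells as the whole cause of the shift. A part from them is not excluded, given that SE and a correlation of 0.562 between their score and the list's. Handling time stays open, since the immediate early genes used to read it went both ways (17 higher, 11 lower), so that a median of 0.31 (SE 0.09) with their score decides nothing. For other tissues the lowest median was 0.25 (SE 0.09), with the atrial score, which lay above 0.5 of the original shift by less than that error, so part of it could come from atrial tissue, and loss of IKKβ in cardiomyocytes, and Cre in these hearts, remain as hypotheses that no comparison here can part.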

How the results depend on the processing

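Alternatives that remove a pair of hearts, use the atrial score, drop probe sets that follow other tissues or drop skeletal muscle markers from the calcium lists were chosen after seeing the data. No probe set passed an adjusted p of 0.05 under any alternative except without mdx HRTΔIKKβ replicate 1, where 1 did (Igk, 2.35, adjusted p = 0.0463), so the range over left-out hearts was 0 to 1. At unadjusted p the counts were 2735 in limma and 2086 in the methods' t-test, which was 0 after adjustment. The number of 1.5-fold probe sets was 223 with an unadjusted p of 0.05 added, 132 at 2-fold, 264 as genes and 779 with the atrial score, and ran from 411 to 610 over left-out hearts. The share higher was 69.5% with array weights, 81.2% with the p-value added and 55.6% with the atrial score, and ran from 61.1% to 86.6% over left-out hearts, so more were higher than lower in every setting run. Without both mdx HRTΔIKKβ replicate 2 and mdx IKKβf/f replicate 1 it was 79.6% of 427 probe sets, and 79.2% of 341 without probe sets that follow other tissues. Scaling moved it little (75.9% median-centred, 74.1% quantile-normalized again).

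Ikbkb stayed lower without passing (-0.231 to -0.0904 over left-out hearts). Calcium signalling never passed (median -0.01 to 0.008 over left-out hearts), nor did cation homeostasis (-0.008 to 0.029) except in fgsea (median -0.002, adjusted p = 0.0142, with 0.963 as the highest over the alternatives). Without skeletal muscle markers their medians were 0.009 and 0.003 (adjusted p = 0.904 and 0.165). Of 41 lists, 0 passed with an estimated correlation and 0 in fry, against 15 in camera and 18 in fgsea, 14 of them shared, and 8 (without mdx IKKβf/f replicate 2) to 23 (without mdx IKKβf/f replicate 1) over left-out hearts. Apart from those 2 tests, the heat shock list passed in all settings, with 6.38e-06 as its largest adjusted p. Signs turned for Mmp9 (-0.0623 with array weights, -0.287 to 0.461 over left-out hearts) and Hdac1 (-0.00768 with array weights, -0.0185 to 0.105). Camk4 turned as well (-0.00181 without the pair of hearts, -0.00545 to 0.083). So did cell cycle, at 0.072 and called higher without the pair (adjusted p = 0.0263). Over left-out hearts cell cycle ran from -0.289 to 0.208, called at both ends. Antigen presentation was called higher without mdx IKKβf/f replicate 1 (0.145, adjusted p = 0.0233) but turned with the atrial score (-0.199, called lower at 0.00286). Atrial markers turned with that score too (-0.059), but the score is the mean of these same genes, which removes their mean difference by construction. Of the 26 lists that did not pass, 14 did in some setting, 11 of them with 1 heart left out. The test also turned direction, with no call, in at least 1 setting for 15 lists that did not pass. Over left-out hearts the median of smooth muscle and pericyte markers ran from -0.229 (without mdx IKKβf/f replicate 1, adjusted p = 0.00757) to 0.14 (without mdx IKKβf/f replicate 3) and that of blood and erythroid markers from -0.084 to 0.201 (without mdx IKKβf/f replicate 1, where they passed with an adjusted p = 0.000462). The cause was not tested.

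Replicate numbers did not pair the hearts, as deviations of same-numbered hearts correlated at -0.0751, -0.377 and -0.0362. With the replicate number as a block 0 probe sets passed, 556 were 1.5-fold (74.1% higher) and 17 lists passed, 14 of them shared with the 15. Replicate 4 has no partner, so the counts at 1.5-fold equal those without mdx HRTΔIKKβ replicate 4 by construction. Signal over background is not in the deposited values. Without the probe sets below the median level 329 were 1.5-fold, 78.7% of them higher.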

Other observations

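Tests in this part were planned except for the added marker lists, which were written after the values had been seen.

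In lists that did not pass, single members reached an unadjusted p of 0.05. Among immediate early genes (camera, adjusted p = 0.0923, and 0.0189 and 0.0121 without mdx HRTΔIKKβ replicate 4 and mdx IKKβf/f replicate 1), the cytokine feedback gene Socs3 (1.66 ± 0.38) and Gadd45g (0.89 ± 0.20) were higher and Nr4a1 was lower, and 6 members passed when adjusted over the list alone, 5 of them higher. Among antioxidant genes (adjusted p = 0.804), the heme oxygenase gene Hmox1, which also stands in the cation homeostasis list, differed by 0.73 ± 0.24 and the NRF2 target Nqo1 by -0.47 ± 0.16. Among fatty acid oxidation genes (adjusted p = 0.881), the PPAR target Angptl4 differed by 1.17 ± 0.38. Beta-adrenergic genes did not pass as a list (camera, adjusted p = 0.0605) but did without mdx HRTΔIKKβ replicate 4 (0.0488), mdx IKKβf/f replicate 1 (0.0445) or mdx IKKβf/f replicate 3 (0.0305), and their median of 0.05 was -0.009 without mdx IKKβf/f replicate 2. In this list the receptor kinase gene Grk5 was higher (0.59 ± 0.12) and passed when adjusted over the list alone. Among genes for glucose metabolism (adjusted p = 0.408), the glycolytic genes Hk2 (-0.23 ± 0.07) and Pfkm (-0.16 ± 0.07) were lower and the glucose transporter gene Slc2a1 was higher (0.22 ± 0.08), and 0 members passed when adjusted over the list alone.

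Ighm was higher in every mdx HRTΔIKKβ heart (10.68 to 13.55) than in any control (8.26 to 10.04). An added list of 11 plasma cell markers had 10 members higher, with a median of 1.16 (camera, unadjusted p = 3.43e-07, and 0.0927 with an estimated correlation), and an added list of 11 airway markers had a median of 1.73 and scores of 2.63 and 1.53 in mdx HRTΔIKKβ replicates 2 and 4. Of the marker lists of other tissues, 16 of 24 skeletal muscle, 13 of 17 adipocyte, 14 of 19 epicardial, nerve and lung, 13 of 23 lymphocyte and neutrophil and 7 of 11 plasma cell genes lay above the median level of these hearts, and 6, 3, 1, 2 and 3 of them stand in another list. The neutrophil genes S100a8 and S100a9 had group differences of 0.03 and -0.02 but were at 13.27 and 13.10 in mdx HRTΔIKKβ replicate 2 and at 12.85 and 12.83 in mdx IKKβf/f replicate 1, and at 8.28 or less elsewhere. In an added list of 21 chaperones of the endoplasmic reticulum, 13 of which stand in the heat shock list, all 21 were higher (median 0.33) and 14 reached an unadjusted p of 0.05. In 12 cytosolic heat shock genes, all of them in the heat shock list, the median was 0.23, with 3 higher and 1 lower at that level.

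The 5 probe sets with the smallest p-values had no gene name in the annotation used here. Of them, 4 were higher in mdx HRTΔIKKβ hearts, and the first differed by 1.15 ± 0.12 (limma, unadjusted p = 1.43e-05, adjusted p = 0.336).

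Other splits of the 7 hearts into 4 and 3 gave results as large as the real groups for most summaries, so chance cannot be excluded for them. As many 1.5-fold probe sets (465) came from 6 of 35 splits, with 668 at most, and as many at an unadjusted p of 0.05 (2735) from 10 of 35, with 3868 at most. The real groups gave 0 probe sets past the adjusted threshold, which all 35 splits meet by definition, so that count says nothing about chance (1 at most in another split). As many lists (15) came from 5 of 35, with 17 at most. For calcium signalling 31 splits, and for cation homeostasis 15, gave as small a camera p as the real 0.884 and 0.182, down to 0.0274 and 0.0122. Some splits called more than the real groups. Their ranks alone do not show whether the hearts differ in ways that do not follow genotype.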
